A study of Homo sapiens with 8 samples.

How the data were processed

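RNA bound by RBFOX2 was measured by eCLIP in HEK293T cells, a human embryonic kidney cell line. RBFOX2 is an RNA-binding protein that regulates splicing. In eCLIP, ultraviolet light crosslinks proteins to the RNA they touch, the protein of interest is immunoprecipitated (IP), and the RNA that comes with it is sequenced. The series holds 8 samples, 4 IP libraries and 4 input libraries, numbered 1 to 4 in each group. Per the labels' protocols, each sample came from cells crosslinked at 254 nm with 400 mJ per square centimetre, and 2% of each sample was kept as the input paired with its IP.

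The authors deposited 1 list of peaks per IP library, each set against the input of the same number. A peak has a chromosome, a start, an end, a strand and a pair of values. The lists carry no header, so the units were taken from the values. The first deposited value was read as the −log10 of a p-value for IP over input. It was never negative, stopped at 400, and was 0 for all peaks with a log2 fold under 0. The second deposited value was read as the log2 fold of IP over the paired input, since it took both signs and its commonest values sat near the log2 of small whole-number ratios. Aligner, peak caller, p-value test, scaling between IP and input, filters and annotation are not stated in the labels, and neither is whether the p-values were adjusted. The lists include peaks without enrichment, and no peak overlapped another of the same strand in its own list. The folds and p-values are the authors' own, and comparing them between lists assumes the same unstated scaling in each. Read counts per peak and library totals were not used here, so the sequencing depth is unknown and no counting interval is given for any fold.

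The genome build is not named, but the names of the unplaced contigs are those of GRCh38. Gene names came from a RefSeq gene table of GRCh38.p14, matched to the midpoint of a peak or region. That table gives spans without strand and without exons, so a name says only which annotated span holds the midpoint. As a check of the build, 98.4% ± 0.0153 (SD, n = 4 libraries) of called peaks had their midpoint inside a gene span, against 63.0% ± 0.0250 (SD, n = 4) of the same peaks moved by 1000000 nt (mean of both directions). Coordinates are those of the deposited lists, given 1-based, on the build inferred to be GRCh38.

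A peak was called enriched at a log2 fold of at least 3 and a −log10 p of at least 3. The labels state no threshold, and these are customary for eCLIP. Peaks of different replicates were taken as shared when they overlapped by at least 1 nt on the same strand. The background was the same peaks moved by 500 nt, as the mean of both directions, which keeps the peaks near their genes. Enriched peaks of the 4 replicates were merged into regions by the same overlap and counted by the number of replicates with an enriched peak. For the background of this count, the peaks of replicate 1 stayed in place and those of the other 3 were moved by 500, −500 and 1000 nt.

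To compare the size of the enrichment, all called peaks of the 4 libraries were merged, and each of the 49493 regions with a called peak in all 4 replicates took, per replicate, the log2 fold of its peak with the highest −log10 p. Where peaks tied on the −log10 p, the one with the higher log2 fold was taken. Spearman and Pearson correlations were computed across these regions, which are not independent replicates. The mean log2 fold of each region was tested against 0 with limma 3.58.1 (an intercept-only fit, eBayes without trend, two-sided, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3. The irreproducible discovery rate (IDR) was computed from a Gaussian copula mixture, a model that splits regions into a set whose ranks agree between replicates and a set whose ranks are unrelated. It was fitted by expectation-maximization to the ranks of the log2 fold, for all 4 replicates at once and for each of the 6 pairs. Ties were broken at random, separately in each replicate, under a fixed seed. Regions with an IDR of at most 0.05 were counted. The start was a mean of 2, an SD of 1, a correlation of 0.5 and a share of 0.1. This start was not set beforehand. It is the first of 4 starts tried, and the results of the other 3 are given as alternatives. A fixed list of 10 genes described as RBFOX2 targets (RBFOX2, ENAH, CTNND1, ECT2, NDEL1, MAP3K7, CLASP1, PTBP2, FMNL3 and NUMA1) was compared with 10000 random lists matched on the number of called peaks in the gene.

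Tests over the 4 replicates were exact two-sided sign-flip permutations, whose smallest possible p is 0.125, so none of them could reach 0.05. The flips assume independent values. Overlaps between a pair of replicates enter the values of both, so these p-values are nominal and the SD may understate the spread. For limma, data were simulated around 0 with a common SD for all regions, taken from the mean variance of the 49493 regions. The test recovered 89.0% of 200 regions given a log2 fold of 2 to 5, with 5 false calls. The real regions differ in spread and their folds move in steps, so these rates do not carry over to them. The IDR fit on 49493 simulated regions recovered 95.9% of 10078 reproducible ones, with 4.82% false among those passing. Those regions were drawn without ties, further from the rest and as a smaller share than in the data. The fit to the data gave its reproducible set a mean of 0.640 and a share of 0.613. The simulated rates therefore do not carry over to the data. Overlap counts were checked against a direct count. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

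The main thresholds, the tests of the main comparisons, the gene list and the rule for named regions were fixed before the data were examined. The start of the IDR fit, some alternatives and some tests of the closing observations were chosen later, as stated where they are given. The named regions are the 5 with the highest lowest-of-4 log2 fold among regions enriched in all 4 replicates with a −log10 p of at least 10 in each. A named region's value per replicate is the highest log2 fold among its enriched peaks there, while its limma test is that of the region of merged called peaks that overlaps it, with the fold of the peak with the highest −log10 p. Alternatives were a stricter −log10 p, a lower log2 fold, a stricter overlap, another distance for moved peaks, other region definitions, other limma settings, ranks by −log10 p and each replicate left out in turn. No genome sequence and no exon annotation were used here. The planned comparisons of the GCATG motif, of all 5-mers and of exons, introns and untranslated regions were therefore left out.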

Results

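RBFOX2 eCLIP was performed in HEK293T cells in 4 replicates, each an IP library with its own input. The deposited lists hold 267691, 281701, 288305 and 280619 called peaks in replicates 1 to 4 (mean 279579 ± 8623, SD, n = 4). The median peak length was 50, 50, 48 and 47 nt. Most called peaks showed no enrichment over input. The median log2 fold lay between −0.000866 and 0.00141 over the 4 libraries, and 41.8% ± 0.955 (SD, n = 4) of called peaks sat at the single commonest log2 fold of their library. A log2 fold above 0.5 was found for 31.4% ± 1.35 of called peaks and one below −0.5 for 23.6% ± 0.488 (SD, n = 4 for both). No pair of libraries was a copy of the other, since between 104 and 150 peaks had identical coordinates in any 2 lists.

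The values moved in steps. In each library the 15 commonest log2 folds covered between 91.0% and 91.6% of the peaks. From 2-fold upwards, the smallest −log10 p at a given whole-number fold, taken relative to the commonest fold of the library, was the same to 3 digits in replicates 1 and 4, and in replicates 2 and 3 it was higher by 1 step. At 13-fold it was 2.74 in replicates 1 and 4 and 3.01 in replicates 2 and 3, while replicates 1 and 4 reached 3.01 at 14-fold. A limit of 3 on the −log10 p thus fell between these values at 13-fold. The share of called peaks with a −log10 p of 0 was 80.2% and 81.8% in replicates 1 and 4, against 66.3% and 68.2% in replicates 2 and 3.

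**Figure D1:**
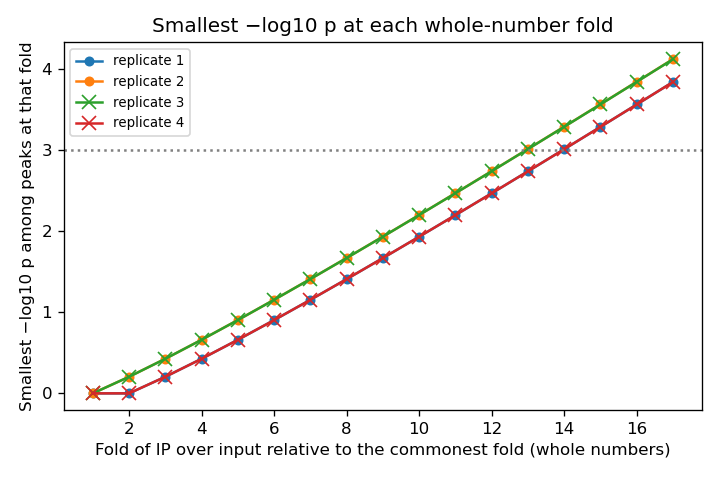
Smallest −log10 p (y axis) among peaks at each whole-number fold of IP over input relative to the commonest fold (x axis, 1 to 17), per replicate. Replicates 1 and 4 coincide and cross the dotted line at 3 at 14-fold, and replicates 2 and 3 coincide and cross it at 13-fold.

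The first question was how many peaks were enriched and how many of them recurred between replicates. With a log2 fold of at least 3 and a −log10 p of at least 3, the libraries held 2304, 2389, 2276 and 2174 enriched peaks (mean 2286 ± 88.7, SD, n = 4), or 0.818% ± 0.0425 of called peaks. Their median length was 93.0 ± 2.45 nt and their median log2 fold 3.95 ± 0.0527 (SD, n = 4 for both). Of the alternatives, dropping the limit on p and asking for a log2 fold of at least 4 moved the count most, to a mean of 1034.5 ± 54.4. Raising the limit to 3.1 in replicates 2 and 3, to match the steps of the other 2 libraries, gave a mean of 2208 ± 82.6.

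An enriched peak of one replicate overlapped an enriched peak of another in 63.0% ± 1.89 of cases (SD over n = 4 replicates, each the mean over the other 3). The same peaks moved by 500 nt overlapped in 25.9% ± 1.35 (SD, n = 4). The difference was 37.0 ± 0.831 percentage points and was positive in 4 of 4 replicates (exact sign-flip permutation, two-sided p = 0.125, the smallest that 4 replicates allow). Overlaps between a pair of replicates enter the shares of both, so the 4 differences are not independent. Over the ordered pairs, the share was lowest for peaks of replicate 2 found in replicate 4, at 59.2%, and highest for peaks of replicate 4 found in replicate 1, at 66.4%. When the partner could be any called peak, 97.0% ± 0.367 of enriched peaks had one, against 49.4% ± 1.23 of moved peaks (SD, n = 4 for both). Among all called peaks, enriched or not, 36.5% ± 0.701 overlapped a called peak of another replicate, and 9.76% ± 0.185 did so after the move (SD, n = 4 for both).

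**Figure D2:**
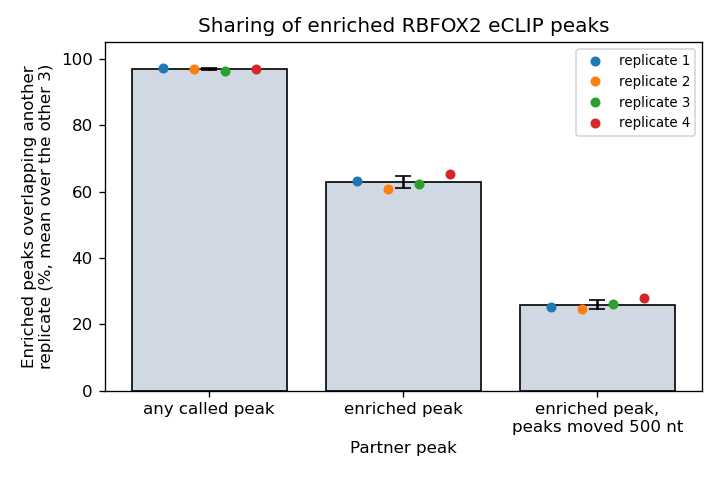
Share of enriched peaks (y axis, percent) that overlap a peak of another replicate, by the kind of partner (x axis). Points are the 4 replicates, bars their mean and error bars the SD. The shares were 97.0% for any called peak, 63.0% for an enriched peak and 25.9% for an enriched peak after the peaks were moved by 500 nt.

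Merging the enriched peaks of the 4 replicates gave 3371 regions. Of these, 1780 (52.8%) had an enriched peak in 1 replicate, 681 (20.2%) in 2, 358 (10.6%) in 3 and 552 (16.4%) in all 4. With the peaks of the replicates moved against each other, 72 of 6334 regions had all 4 replicates and 5350 had 1. The median of the highest −log10 p was 3.56 for regions of 1 replicate and 10.4 for regions of 4, the median length 93 and 204.5 nt, and the median of the mean log2 fold 3.81 and 4.13. The highest −log10 p and the length are taken over the peaks of more replicates in the latter and rise with their number by construction, so they are not compared with the fold, which is a mean. The number of regions in all 4 moved most when any called peak counted a replicate in, to 2994 of the 3371. Leaving out 1 replicate gave between 642 and 671 regions shared by the remaining 3.

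**Figure D3:**
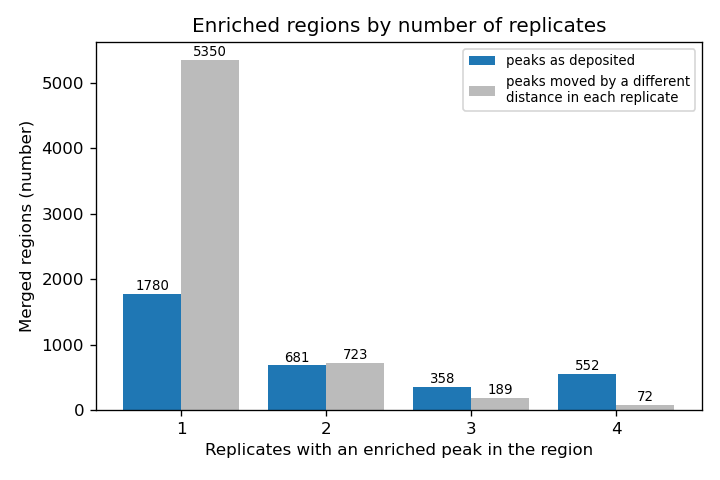
Number of merged regions (y axis) by the number of replicates with an enriched peak (x axis), for the peaks as deposited and for peaks moved by a different distance in each replicate. All 4 replicates were found in 552 regions as deposited and in 72 with moved peaks.

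The second question was whether the size of the enrichment agreed between replicates. Across the 49493 regions with a called peak in all 4 replicates, the Spearman correlation of the log2 fold lay between 0.463 and 0.477 over the 6 pairs (mean 0.468 ± 0.00521, SD over pairs), and Pearson's r between 0.520 and 0.536. These values are across regions, and regions are not independent replicates. Among the 552 regions enriched in all 4, whose range of folds is narrower, Spearman's rho lay between 0.366 and 0.423. The value moved most when regions were replaced by peaks of replicate 1 with a partner of at least 50% mutual overlap in each other replicate (25951 peaks), to a mean of 0.582.

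Against the spread between the 4 replicates, 10424 of the 49493 regions (21.1%) had a mean log2 fold above 0 and 895 (1.81%) a mean below 0 (limma, Benjamini-Hochberg adjusted p of at most 0.05). The median of the mean log2 fold over all tested regions was 0.50. It was 2.04 in the higher regions and −1.54 in the lower ones. The median of all called peaks lay between −0.000866 and 0.00141 over the 4 libraries. Taking the peak with the highest −log10 p in each region can raise the fold. Part of the excess of higher over lower regions may thus be built in. With the mean fold of a replicate's peaks in each region, the counts were 9403 higher and 897 lower. The SD between replicates had a median of 0.820 over all regions and 0.628 over the higher ones. A mean log2 fold of at least 3 was found in 1574 of the higher regions. All 552 regions enriched in each replicate were among the higher ones, with limma adjusted p-values between 0.00408 and 0.00990. They were selected on the same folds, so this is not an independent check. The counts depended on having all 4 replicates. Without replicate 1 or without replicate 4 the number of calls was 0 in both directions, with 17268 and 17338 regions at an unadjusted p under 0.05. Without replicate 2 there were 1271 higher and 81 lower regions, and without replicate 3 there were 2470 and 150.

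The series title concerns the irreproducible discovery rate with more than 2 replicates. Fitted to all 4 replicates at once, 14225 of the 49493 regions (28.7%) had an IDR of at most 0.05. The 6 pairwise fits passed 8340 ± 185 regions (SD over pairs, range 8152 to 8582), or 8.67% ± 0.333 of the regions with a called peak in both replicates. The fit to 4 replicates and the pairwise fits were run on different sets of regions, so the shares are not of the same total. The 552 regions enriched in each replicate passed the fit to 4 replicates, which ranks the folds they were selected on, so their passing says nothing about agreement between the methods. Of the 14225 passing regions, 1574 had a mean log2 fold of at least 3 and 1308 a mean below 0. The count moved most with the start of the fit. Of the 3 other starts tried, 2 gave 14196 and 14193 regions. The remaining one, at a mean of 2.6, an SD of 1.3, a correlation of 0.8 and a share of 0.7, had not converged after 300 iterations, passed 39113 regions, and had a lower log-likelihood (30530 against 32396).

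The 552 regions enriched in all 4 replicates lay in gene spans in 551 cases, with 314 distinct gene names and 67 regions inside more than 1 span. The region with the highest lowest-of-4 log2 fold was on chromosome 16 from 3053894 to 3054422, minus strand, inside the spans of MMP25, MMP25-AS1 and LOC124900372. Its log2 fold was 7.92, 7.41, 7.58 and 8.57 in replicates 1 to 4 (mean 7.87 ± 0.51, SD, n = 4), and its −log10 p was between 90.7 and 112. A second region of the same spans, from 3054514 to 3054672, had a mean log2 fold of 7.14 ± 0.60. A region in the PFDN1 span (chromosome 5, 140266810 to 140267262, minus strand) had a mean of 6.79 ± 0.19, one in the SNAP47 span (chromosome 1, 227767187 to 227768013, plus strand) a mean of 7.01 ± 0.49, and one in the CARS2 span (chromosome 13, 110662193 to 110662309, minus strand) a mean of 6.68 ± 0.24 (SD, n = 4 for each). These are the highest folds within each region. The regions of merged called peaks used for limma, which take the peak with the highest −log10 p, had mean log2 folds of 7.34, 7.01, 6.63, 6.41 and 6.54 in the same order, with a limma adjusted p of 0.00408 for each of the 5. That p rose to between 0.0484 and 0.0507 when 1 replicate was left out, and it was above 0.05 without replicate 1 and without replicate 4. Exon and intron positions are not given, since only gene spans were used.

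**Figure D4:**
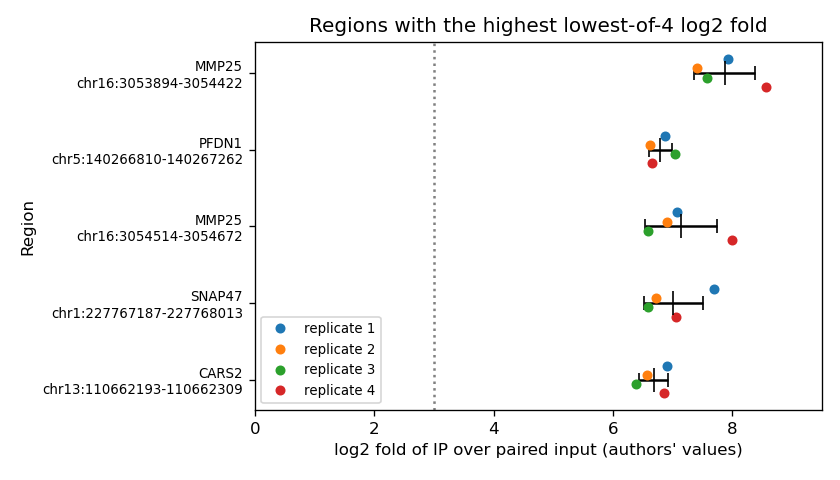
Log2 fold of IP over paired input (x axis) in the 5 named regions (y axis, with the first gene span and the coordinates). Points are the 4 replicates, the bar their mean and the error bar the SD. In the 5 regions every replicate lies between 6.39 and 8.57, above the dotted line at the limit of 3.

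Of the 10 genes listed beforehand as RBFOX2 targets, 3 held a region enriched in all 4 replicates. Random lists matched on the number of called peaks held 0.705 such genes on average, and 97.4% of the 10000 lists held fewer than 3 (one-sided permutation p = 0.026). The result did not hold with a −log10 p of at least 5, where 2 genes qualified and the permutation p was 0.103. NDEL1 held 3 such regions. The strongest of them (chromosome 17, 8465526 to 8466093, plus strand) had a log2 fold of 5.42 ± 0.43. A region in ENAH (chromosome 1, 225503009 to 225503153, minus strand) had 4.10 ± 0.35, and a region in MAP3K7 (chromosome 6, 90544693 to 90544885, minus strand) had 4.08 ± 0.55 (SD, n = 4 for each). The RBFOX2 gene had 840 called peaks summed over the 4 libraries, 1 or 2 enriched peaks per library and 0 regions enriched in all 4. With a region in at least 3 replicates as the criterion, 6 of the 10 genes qualified (permutation p = 0.0001, the smallest that 10000 lists can give). Among regions shared by the remaining 3 replicates, leaving out replicate 1 gave 5 genes (permutation p = 0.0004), and leaving out each of the others gave 3 or 4.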

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

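The alternatives were listed before the data were examined, except a log2 fold of at least 4 with no limit on p, the matched limit on p for replicates 2 and 3, and the 3 other starts of the IDR fit, which were chosen after seeing the data. Most main results are counts, shares or correlations without a direction to reverse, so only their size was compared. Counts were taken as changed beyond 1.5 times, and other values beyond 1 SD. Of 81 alternatives for the main results, 33 changed by these margins and 47 did not. The remaining 1, for the listed target genes, was weaker.

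A −log10 p of at least 5 gave 1261.5 enriched peaks per replicate against 2286, a sharing of 74.2% against 63.0%, and 365 regions in all 4 replicates against 552. It also gave 2 of the 10 listed target genes against 3, with a permutation p of 0.103 against 0.026. This was the only alternative of the 7 for that list that took it past 0.05, and the others gave p-values between 0.0001 and 0.0259, with 3 to 5 genes across the 4 fits that each left out one replicate. A log2 fold of at least 1 raised the sharing to 70.5% and the regions in all 4 to 915. A log2 fold of at least 4 with no limit on p lowered the enriched peaks to 1034.5, the sharing to 56.0% and the regions in all 4 to 180. The matched limit on p changed none of the 3 results beyond these margins (2208 peaks, 63.6% and 539 regions).

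The sharing fell to 50.8% when both peaks had to overlap by at least 50% and rose to 97.0% when any called peak counted. Moving the peaks by 2000 nt in place of 500 lowered the background from 25.9% to 5.62%, so the distance between observed and background sharing depends on that choice. Counting any called peak gave 2994 regions with all 4 replicates. Leaving out the mitochondrial chromosome and unplaced contigs removed no enriched peak, so that setting tested nothing.

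The mean Spearman correlation was 0.468, and it was 0.522 on the −log10 p, 0.582 on peaks of replicate 1 with mutual overlap and 0.450 on regions with a −log10 p of at least 3 in any replicate. It lay between 0.435 and 0.443 across the 4 fits that each left out one replicate, which take in regions with a called peak in only 3 replicates.

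The limma counts of 10424 higher and 895 lower regions fell to 2770 and 93 when tested against a log2 fold of 1. Across the 4 fits that each left out one replicate they went from 0 to 2470 higher and from 0 to 150 lower regions. Leaving out a replicate removes degrees of freedom: the prior degrees of freedom fell from 2.13 to about 1 (1.03 to 1.05), and the smallest adjusted p in those fits lay between 0.0484 and 0.0507. Calls that vanish there sit at the threshold as a group. Of 40 alternative values for the 5 named regions, 30 stayed past the threshold and 10 did not, the 10 being those without replicate 1 or without replicate 4.

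With an IDR of at most 0.01 in place of 0.05, 8666 regions passed the fit to 4 replicates against 14225, and the pairwise mean was 4062 against 8340. Of the 3 other starts of the fit, the one at a mean of 2.6 gave 39113 and 44402, and the others gave 14196 and 14193 for 4 replicates and 8366 and 8324 for the pairs. The cause was not tested beyond the log-likelihood, which for the fit to 4 replicates was lower with the start at 2.6 (30530 against 32396).

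The planned comparisons of the GCATG motif, of 5-mers and of exon and intron classes were not run, with their alternatives, because no genome sequence or exon annotation was used here. No paired analysis was possible because each deposited value already combines an IP library with the input of the same number, and the inputs have no values of their own here. No model across regions compared groups of libraries, so no other splits of the samples were drawn. The contrast of replicates 1 and 4 with replicates 2 and 3 was defined after the data were seen and was not tested against other splits. Read counts per peak were not used, so the precision of a single fold is not given. At 8-fold relative to the commonest fold, between 83.6% and 86.2% of peaks per library sat at the smallest −log10 p. Most peaks at that fold thus had the weakest evidence seen for it. Regions near the threshold on p are the most exposed to the missing precision.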

Other observations

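The tests of the steps in the p-values, of IDR at negative folds and of small RNA genes were chosen only after the results were seen. The tests of regions found in 1 replicate, of the mean fold of regions passing IDR and of peak ends were chosen before their results were seen. The design holds a single kind of IP, so no biological explanation was tested for any of these patterns.

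The share of called peaks with a −log10 p of 0 was at least 12.0 percentage points higher in replicates 1 and 4 than in replicates 2 and 3. The mix of folds argues against a difference in enrichment as the cause, since the share of peaks with a log2 fold above 0.5 spanned 3.28 percentage points over the 4 libraries and did not separate these pairs. Counting peaks at or under the matched step (a −log10 p under 0.3 in replicates 2 and 3, and 0 in replicates 1 and 4) reduced the spread to 3.80 percentage points. The matched shares still separated the pairs, in the opposite direction and by 0.904 percentage points, at 80.2% and 81.8% in replicates 1 and 4 against 82.7% and 84.0% in replicates 2 and 3. An offset of 1 step in the p-values is consistent with most of the original gap, and the remaining separation is unexplained. The commonest log2 fold was −0.000866 and −0.000497 in replicates 1 and 4, and 0.00141 and 0.000771 in replicates 2 and 3, so the offset goes with its sign. A candidate explanation is that this value is the log2 ratio of the library totals the authors used, which would make IP and input nearly equal in size and let the rounding of a scaled count go either way. The totals were not used here, so that step remains untested. Whether the pairs differ in other respects is open. Spearman's rho of the log2 fold was 0.477 between replicates 1 and 4, the highest of the 6 pairs, and 0.463 between replicates 2 and 3, where the 4 mixed pairs lay between 0.463 and 0.469. The matched limit on p moved the regions in all 4 replicates from 552 to 539.

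Regions enriched in 1 replicate made up 1780 of 3371. A peak called in that replicate alone is argued against, because 96.2% of these regions had a called peak in another replicate, compared with 51.3% after a move of 500 nt. The called peaks of the other replicates at these regions had a median log2 fold of 2.17 (quartiles 1.59 and 2.70), where the median of all called peaks was 0.000771, and 89.9% of them had a log2 fold of at least 1, against 20.9% of all called peaks. These values suggest that many regions counted as found once may be weak sites cut by the threshold, with a median −log10 p of 3.56 in their own replicate. Peaks called in another library at the same place were already chosen for having reads. The highly transcribed parts of a gene are open as another reason for the presence of these peaks. Their fold over input was compared only with that of all called peaks, not with that of peaks of similar coverage. Whether coverage plays a part in the fold was therefore not tested.

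The mean log2 fold of enriched peaks was 4.07 ± 0.0719 in their own replicate and 3.51 ± 0.0619 in the overlapping called peaks of the other 3 (SD, n = 4 for both). The drop was between 0.47 and 0.67 in the 4 libraries. The peaks were selected for a log2 fold of at least 3 in their own replicate and their partners had no such limit, so a drop follows from the selection, and no value for the absence of a difference was computed.

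The number of regions passing IDR was far above the number enriched in every replicate. That IDR ranks agreement and not enrichment was tested as the reason. Only 9.32% of passing regions had a mean log2 fold under 1. The bulk, 11325 of 14225, had a mean from 1 to 3, and 1574 had a mean of at least 3. Most passing regions were thus higher in IP than in input on average, but under the fold limit used for enriched peaks. The fit ranks the regions by that same fold, so the share under 1 cannot decide whether agreement without enrichment is the reason. Among the 14225 passing regions, 1308 had a negative mean log2 fold. The share that passed was 66.4% of the 1903 regions with a mean log2 fold under −1, 0.398% of the 11049 from −1 to 0, 0.0900% of the 20002 from 0 to 1 and 75.7% of the 14965 from 1 to 3. In this fit, passing regions thus lay at both ends of the folds with few in between. That pattern would follow if the mixture passed agreement at the low end of the ranks as well as at the high end. It depended on ranking by log2 fold. With ranks by −log10 p, 8 of 11475 passing regions had a negative mean log2 fold. Peaks with a log2 fold under 0 all have a −log10 p of 0, so that ranking cannot order them. In the fit by log2 fold, ties were broken at random in each replicate. On average 41.8% of called peaks sat at the commonest fold of their library. Regions tied there get unrelated ranks by construction, which can lower the share passing near 0. No other tie rule was tried.

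Regions lower in IP than in input were inside the span of a small non-coding RNA gene (such as snoRNA, snRNA, scRNA, RNase P or RNase MRP) in 151 of 895 cases, or 16.9%, against 216 of the other 48598 tested regions, or 0.444% (Fisher's exact test across regions, two-sided, odds ratio 45.5, p = 1.94e-164). Regions of one gene are not independent, but the 151 regions fell in 118 genes. The lowest region was in the spans of RN7SL2 and LOC105378179 (chromosome 14, 49862539 to 49862608, minus strand), with log2 folds of −9.10, −10.62, −10.84 and −10.87 in replicates 1 to 4, and the next 2 were in RPPH1 (mean −5.21 and −5.20). These genes were singled out after their values were seen. Abundant small RNAs in the input that the IP washes away may explain this part. Their abundance was not measured, and the 744 other lower regions are not covered by it. Reads shared between copies of these genes are a further open explanation.

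If peak ends on the side of the crosslink were sharper, the 5-prime ends of shared enriched peaks would coincide more often than the 3-prime ends. Among enriched peaks paired at 50% mutual overlap, 5.55% ± 0.335 had an identical 5-prime end and 5.54% ± 0.277 an identical 3-prime end (SD, n = 4 replicates). The mean difference was 0.00101 ± 0.152 percentage points and positive in 2 of 4 replicates (SD, n = 4, exact sign-flip permutation, two-sided p = 1), so the 5-prime ends did not coincide more often in each replicate. Without peaks that abut another peak the difference was 0.0581 ± 0.591 percentage points (SD, n = 4, exact permutation p = 0.875). That spread leaves room for a difference of either sign, and the effect of abutting peaks stays open. In both tests the paired peaks link the replicates, so the 4 differences are not independent.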
